A study of Mus musculus with 2 samples. Its data were reported in "RANK drives structured intestinal epithelial expansion during pregnancy" (2024).

How the data were processed

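Messenger RNA was measured in single cells of mouse intestinal organoids (strain C57BL6/J) with droplet libraries, in 1 control library and 1 library treated with mouse recombinant RANKL. Groups were taken from the treatment stated for each sample. The authors aligned reads to mm10 and made the deposited counts with Cell Ranger 4.0.0 per the labels, as UMIs per gene and per barcode that the software had called a cell, with no normalization. The study's methods name a later Cell Ranger version, and which of them made these matrices is not settled here. The matrices hold whole numbers. The annotation used by the authors was not rebuilt, and the gene positions come from a GENCODE annotation of GRCm38, the assembly behind mm10, matched by gene identifier.

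Barcodes were kept with more than 1000 genes detected and under 20% of UMIs on mitochondrial genes, the limits that the study uses. No doublets were removed in the main values. Scrublet in scanpy 1.11.5, with an expected rate of 0.8% per 1000 cells, called 13 control and 2 RANKL cells, and these were removed as an alternative. UMIs were summed over the cells of a library, or of a class within a library, and scaled to the total (CPM). The ratio of RANKL to control has an exact conditional 95% interval, CPM an exact Poisson interval and a share of cells an exact Clopper-Pearson interval (SciPy 1.17.1, NumPy 2.4.6, Python 3.11.15). These intervals cover counting error only, not variation between cultures. A gene with 0 UMIs in 1 library has a bound at 3 counts over that library. Genes with at least 20 UMIs over both libraries were ranked, 13366 in all.

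No test was run between the groups, since there is 1 library in each, and no p-value, standard error or number of changed genes is given. Batch and treatment coincide. Before the data were examined, 26 gene lists, the markers, the 16 genes that the study names for organoids and the rule for naming genes were fixed. The lists cover NF-κB feedback and targets, anti-apoptotic and pro-apoptotic genes, the BMP pathway, ERK/MAPK targets, intestinal stem cells, WNT targets, the Notch pathway, S phase, G2/M, lipid absorption, uptake of sugars, peptides and amino acids, cholesterol synthesis, microfold, goblet, Paneth, enteroendocrine and tuft cells, antimicrobial defence, antigen presentation, interferon response, fetal and regenerative epithelium, dissociation and heat shock, the unfolded protein response, hypoxia and glycolysis, and non-epithelial cells. Of their symbols, only Pla2g2a was absent from the annotation. Besides the study's genes, the rule names the 10 highest and 10 lowest genes by the bound of the interval nearest to 1, leaving out mitochondrial, ribosomal protein and clone-named genes, up to 4 members per list, and 5 per direction in each class.

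A list's value is the median log2 ratio of its members with at least 20 UMIs, with a pseudocount of 1 CPM. Its percentile is taken among 10000 random lists of the same size matched on mean CPM in 20 bins, and describes these 2 libraries only. With library totals, the median log2 ratio of all ranked genes was 0.22, and it was -0.00 with TMM factors (edgeR 4.0.16), 0.00 with DESeq2 1.42.0 size factors and 0.10 with totals without mitochondrial and ribosomal protein genes. List values are therefore given relative to the median of all ranked genes.

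Cells were clustered with settings close to the study's in Seurat 5.3.0 and sctransform 0.4.2 (R 4.3.3): SCTransform per library, integration of 3000 features by reciprocal principal components, 20 components and Louvain clustering at resolution 0.7. This gave 15 clusters. A cluster led by both goblet and Paneth markers was divided again at resolution 0.6. A cluster took the name of a class when at least 3 of its markers, each detected in at least 10% of the cells, exceeded the other cells by a log2 ratio of 0.5, and the median over the class's markers reached 0.25. These naming thresholds were set after the clusters had been seen, and 2 clusters stayed without a name. Ratios within a class were computed where both libraries had at least 20 cells. For shares of cells with a UMI, each cell was thinned to 10000 UMIs, which kept 2089 control and 747 RANKL cells and left out 210 and 98.

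The ratios and intervals were tested on simulated libraries of the same depth, with 200 genes changed by known factors among 13363 ranked genes. Counts were drawn from a Poisson distribution, which the intervals assume, so this checks the computation only. The draws held no genes whose UMIs gather in few cells, as for some hormone genes below. Intervals of such genes can be too narrow. Of 49 genes raised 2-fold, 95.9% had an interval wholly above 1, and of 50 genes raised 4-fold, 100% did. Of 49 genes lowered to 0.5, 93.9% lay on the true side, and of 49 lowered to 0.25, 95.9% did. The interval held the true ratio for 95.8% of 13166 unchanged genes. Of 200 unchanged lists, 4.5% lay outside the middle 95% of random lists.

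Alternatives changed 1 choice at a time: the cell filter (none, under 10% mitochondrial UMIs, more than 2000 genes), doublets, the scaling, the weight of cells, the count minimum (none or 100), the pseudocount (0.1 or 10 CPM), the makeup of the library, the resolution (0.4 or 1.2), no integration, classes transferred from the control library, clustering without the response lists, the thinning depth and the number of microfold markers. Leaving out the microfold-like cluster, and leaving out the 2 clusters with few UMIs, were chosen after the data had been seen. Figures were drawn with matplotlib 3.10.9. Other experiments of the study were not analysed here.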

Results

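Single-cell RNA sequencing was carried out on mouse intestinal organoids, which are epithelial cultures that grow from intestinal stem cells and form the cell types of crypt and villus. One library came from control organoids and 1 from organoids treated with recombinant mouse RANKL, the ligand of the receptor RANK, which the gene Tnfrsf11a encodes and which signals through NF-κB. The control matrix held 2499 cell barcodes and 57548094 UMIs, with a median of 23501 UMIs per barcode. The RANKL matrix held 1004 barcodes and 23623661 UMIs, with a median of 25057.5 UMIs per barcode. After the cell filter, 2299 control cells with 56881207 UMIs and 845 RANKL cells with 23381664 UMIs remained. Their median depths were 24324 UMIs and 3879 genes per control cell, and 28345 UMIs and 4510 genes per RANKL cell. The median share of mitochondrial UMIs per cell was 7.19% in the control library and 6.53% in the RANKL library. There were no replicates, so no test between the groups was possible, and culture, library and treatment cannot be told apart. Intervals in brackets are exact 95% intervals that cover counting error only (Clopper-Pearson for shares of cells, exact conditional for ratios, Poisson for CPM).

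The comparison of whole libraries asks which transcripts differed between organoids with and without RANKL, starting from the 16 genes that the study names for its organoid experiments. RANK signalling releases NF-κB, which drives its own inhibitors and several genes that block cell death. Birc2, Birc3, Tnfaip3 and Bcl2l1 encode such inhibitors of apoptosis. Bmp2 encodes a bone morphogenetic protein, a signal that promotes differentiation in the intestinal epithelium, and Id2 and Id3 are transcribed in response to it. Each value is the library's UMI sum for the gene in counts scaled to a common library total (CPM), over all cells that passed the filter. Tnfrsf11a itself (ENSMUSG00000026321, GRCm38 chromosome 1, 105780718 to 105847981) stood at 11.8 CPM in the control and 68.4 CPM in the RANKL library, a ratio of 5.81 [5.30 to 6.36]. All 4 inhibitors of apoptosis were higher with RANKL, by 8.98-fold [7.34 to 11.1] for Tnfaip3, 4.73-fold [4.17 to 5.36] for Birc3, 2.37-fold [2.12 to 2.66] for Birc2 and 2.21-fold [1.98 to 2.46] for Bcl2l1. Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885) was 18.1-fold higher [15.6 to 21.2], with 3.39 CPM in the control and 61.4 CPM with RANKL. Id2 (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) was 12.2-fold higher [11.1 to 13.3]. Id3 (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) was 24.1-fold higher [22.2 to 26.1], with 11.4 CPM in the control and 275 CPM with RANKL.

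The other 8 genes mark or act in intestinal stem cells and did not move together. Lgr5 encodes a receptor that amplifies WNT signals in crypt base stem cells, Smoc2 a secreted matrix protein, Olfm4 a secreted stem cell glycoprotein, and Ascl2 a transcription factor of stem cells. Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) stood at 30.1 CPM in the control and 23.9 CPM with RANKL, a ratio of 0.792 [0.719 to 0.872], but its log2 ratio was 0.00035 when each cell was thinned to 10000 UMIs. Smoc2 had a ratio of 0.758 [0.716 to 0.803]. Ephb2 had a ratio of 1.01 [0.887 to 1.15], so no difference was detectable at this depth. Higher levels with RANKL were measured for Olfm4 (1.25-fold, 1.23 to 1.27), Axin2 (1.62-fold, 1.5 to 1.74), Cd44 (1.70-fold, 1.57 to 1.85), Ascl2 (3.75-fold, 3.44 to 4.09) and Scn2b (4.55-fold, 3.76 to 5.52). These ratios rest on library totals, and the median log2 ratio of all 13366 ranked genes was 0.22, so a ratio near 1 lies slightly below the typical gene.

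**Figure D1:**
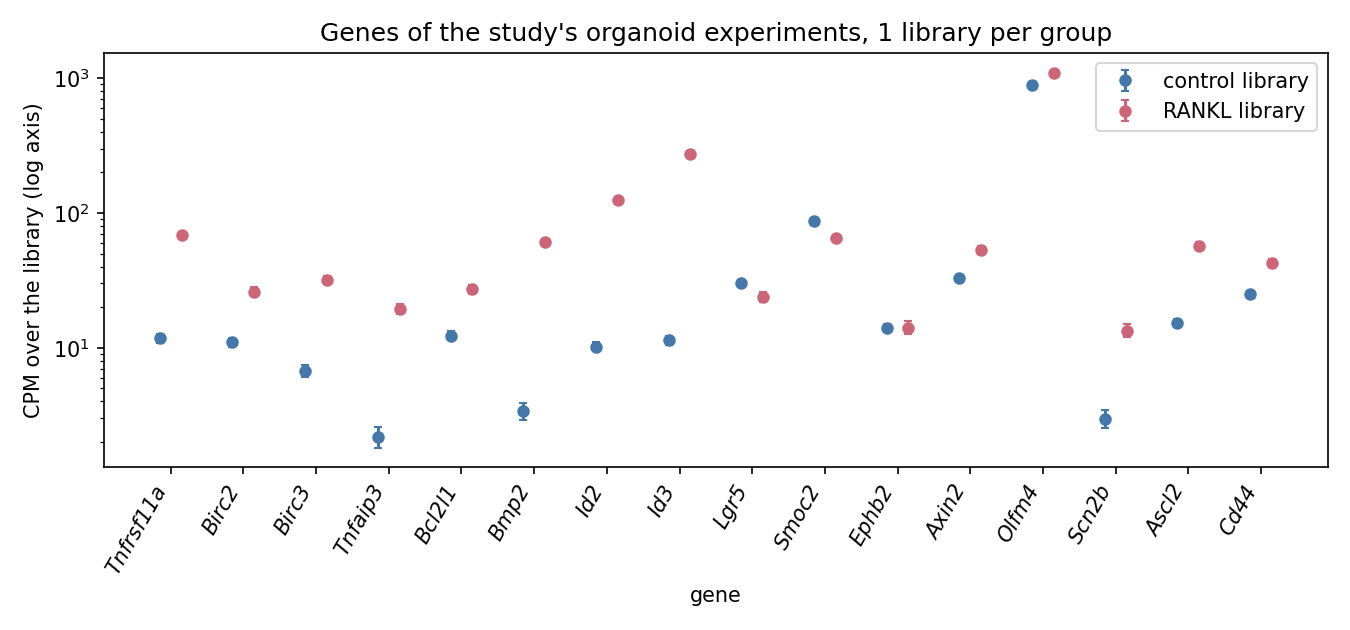
Expression of the study's 16 organoid genes in CPM (log axis) over all cells of the control and the RANKL library, with exact 95% Poisson intervals. The gap between libraries is widest for Id3, with 11.4 and 275 CPM, while Ephb2 had a ratio of 1.01.

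The 10 genes with the highest ratio include genes of innate immunity, paralogs that block apoptosis and markers of the microfold cell, an epithelial cell over lymphoid follicles that takes up antigen and that RANKL is known to induce. Pglyrp2 (ENSMUSG00000079563, chromosome 17, 32412459 to 32424167), which encodes an enzyme that digests bacterial peptidoglycan, had 0 UMIs in the control and 2882 with RANKL, at least 2337-fold higher at a floor of 3 counts. Ncf4, a subunit of the phagocyte NADPH oxidase, had 0 and 698 UMIs, at least 566-fold. Of the Bcl2a1 genes, which block apoptosis and are close paralogs that share reads, Bcl2a1a had 0 and 1579 UMIs (at least 1280-fold), Bcl2a1b 0 and 607 (at least 492-fold), and Bcl2a1d 1 and 1951 (ratio 4746, 851 to 187562). The ubiquitin-like modifier Ubd had 3 and 3022 UMIs (ratio 2451, 838 to 11890), ccdc198 had 2 and 1660 (ratio 2019, 558 to 16687), and the glucose transporter Slc2a6 had 1 and 859 (ratio 2090, 374 to 82634). The GTPase Rac2 was 768-fold higher [352 to 2096] and Tnfaip2 was 608-fold higher [348 to 1178], and both are microfold cell markers.

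The 10 genes with the lowest ratio encode gut hormones, Paneth cell defensins and a stem cell marker. Cholecystokinin (Cck, ENSMUSG00000032532, chromosome 9, 121489824 to 121495694) had 3360 UMIs in the control and 3 with RANKL, a ratio of control to RANKL of 460 [157 to 2234]. Somatostatin (Sst) had 375 and 0 UMIs, at least 51.4-fold lower. The hormone genes Ghrl (80.2-fold, 38.8 to 199.7), Gcg (64.0-fold, 24.9 to 236) and Gip (23-fold, 16.9 to 32.1) were also lower. A single control cell held 362 of the Sst UMIs and a single one 618 of the Gcg UMIs, so these ratios rest on 1 cell each, and single cells also held 1940 of the Cck, 1423 of the Gip and 478 of the Ghrl UMIs. The share of cells with a Gip UMI was not lower with RANKL, at 1.87% of control and 2.01% of RANKL cells. Among the α-defensins, which are antimicrobial peptides of Paneth cells and paralogs whose reads are hard to separate, Defa21 (ENSMUSG00000074447, chromosome 8, 21025545 to 21026516) was 346-fold lower [148 to 1067], Defa22 82.3-fold [49.8 to 147] and Defa5 22.1-fold [11.1 to 51.5]. Defa27 had 506 and 3 UMIs, a ratio of control to RANKL of 69.3 [23.6 to 337]. Paneth-like cells numbered only 40 in the control and 10 in the RANKL library, so the intervals of these defensins can be too narrow. Gkn3, a gastrokine of the crypt base, was 20.9-fold lower [14.6 to 31.1].

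Gene lists show whether pathways moved as a whole. Each list was fixed before the data were examined, and its median log2 ratio is given relative to the median of all ranked genes, with its percentile among 10000 random lists of the same size and expression as a description. NF-κB feedback genes and targets include the pathway's inhibitors, subunits and chemokines, such as Ccl20, which draws lymphocytes, and the adhesion molecule Icam1. Their median lay 1.87 above that of all genes (percentile 100), and 21 of the 23 measured members lay above it. Icam1 was 181-fold higher, Ccl20 23.1-fold and Nfkb2 (ENSMUSG00000025225, chromosome 19, 46304320 to 46312385) 13.4-fold. The anti-apoptotic list lay 0.28 above all genes (percentile 98.7), with 13 of 19 members above. Its members Birc2, Birc3, Tnfaip3, Traf1 and Traf2 are also in the NF-κB list, so the 2 values are not independent. The pro-apoptotic list lay 0.22 above (percentile 96.4), with 11 of 18 members above, led by Bcl2l11 at 2.87-fold. The BMP pathway list lay 0.24 above (percentile 98.2), with 14 of 21 members above, and Smad6, an inhibitor that BMP signals induce, was 20.7-fold higher [9.92 to 49.8].

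Transcripts that follow ERK and MAP kinase signalling were lower, with a median 0.41 below that of all genes (-0.41, percentile 0.010) and 15 of 21 members below it. Dusp5, a phosphatase that switches ERK off, was 3.33-fold lower [2.91 to 3.81], and the immediate-early genes Egr1 and Fos were 2.85-fold and 2.73-fold lower, while Etv4 was 3.29-fold higher. Egr1, Fos and Ier2 are also in the list of dissociation and heat shock genes, which lay at -0.63 relative to all genes (percentile 0.00), with Fosb 11.2-fold and Atf3 3.75-fold lower. WNT targets lay 0.38 above all genes (percentile 99.8), with Ccnd1 2.25-fold higher and Ccnd2 1.67-fold lower. Axin2, Lgr5, Ascl2, Cd44 and others of these targets are also in the stem cell list. The stem cell list lay at -0.03, with 9 of 18 members above and 9 below, and under both TMM and DESeq2 scaling it lay at -0.074 relative to all genes. Tnfrsf19 was 12.1-fold higher in that list. The Notch list lay 0.24 above, with the Notch target Hes1 2.69-fold lower and its ligand gene Dll4 2.87-fold higher.

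Lists of absorption, defence and cell types were compared in the same way. Lipid absorption genes lay at -0.42 relative to all genes, with 14 of 20 members below, and their median log2 ratio of -0.20 by library totals ran from -1.19 without the microfold-like cluster to -0.083 with under 10% mitochondrial UMIs. Fabp1, the main fatty acid binding protein of enterocytes, stood at 8112 CPM in the control and 1376 CPM with RANKL. Genes for uptake of sugars, peptides and amino acids lay at -0.37, with 15 of 20 below and the amino acid transporter Slc6a19 3.66-fold lower. Their median log2 ratio ran from -0.97 to -0.046 over the alternatives. The microfold cell list lay 3.25 above, with 18 of 18 members above, among them Spib (ENSMUSG00000008193, chromosome 7, 44525993 to 44532071), a transcription factor that microfold cells need, at 356-fold [241 to 551], and Anxa5 at 150-fold [135 to 168]. Its median log2 ratio of 3.47 by library totals was 1.95 without the microfold-like cluster. After the RANKL library was reweighted to the control's class shares it was 2.08. Tnfaip2 is in both the microfold and the NF-κB list, so these lists are not independent. The tuft list lay 0.85 above, with Trpm5 6.37-fold and Dclk1 3.99-fold higher, and its median log2 ratio was -0.056 after the RANKL library was reweighted to the control's class shares. Goblet genes lay 0.24 above, with Zg16 4.81-fold higher and Spink4 3.17-fold lower. Paneth genes lay at -1.0 with 7 of 9 members below, and enteroendocrine genes at -0.24 with 8 of 14 below, with a median log2 ratio of -0.03 by library totals that was -1.19 after the RANKL library was reweighted to the control's class shares and 0.26 without the microfold-like cluster. Antimicrobial genes lay at -1.25 with 10 of 12 below, including Reg1 at 3.51-fold lower, although the lectin gene Reg3g (ENSMUSG00000030017, chromosome 6, 78466269 to 78468872) was 39.9-fold higher [38.7 to 41.3], a family of paralogs too. Antigen presentation genes lay 0.63 above, with 12 of 13 members above and Cd74, the class II invariant chain, at 4 and 884 UMIs (538-fold, 209 to 1978).

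The remaining lists cover the cell cycle, metabolism, stress and other responses. S phase genes lay at 0.00, G2/M genes at -0.08 and cholesterol synthesis genes at -0.10, and under TMM scaling at -0.035, -0.12 and -0.15 relative to all genes. Mcm3 was 1.49-fold and Mki67 1.61-fold higher, whereas Birc5 was 1.36-fold lower. Interferon response genes lay at -0.06 (11 measured) and at 0.016 under TMM scaling, with Oasl2 9.33-fold higher and Ifit1 7.88-fold lower. The fetal and regenerative list lay 0.11 above, with 6 of 12 members above and Clu 9.08-fold higher, and its median log2 ratio was -0.044 when genes of any count entered. Unfolded protein response genes lay at -0.25, with Herpud1 1.48-fold lower. Hypoxia and glycolysis genes lay 0.14 above, with Pkm 2.45-fold higher. Only 5 of 20 non-epithelial markers had enough UMIs to be measured, and they lay 0.22 above.

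**Figure D2:**
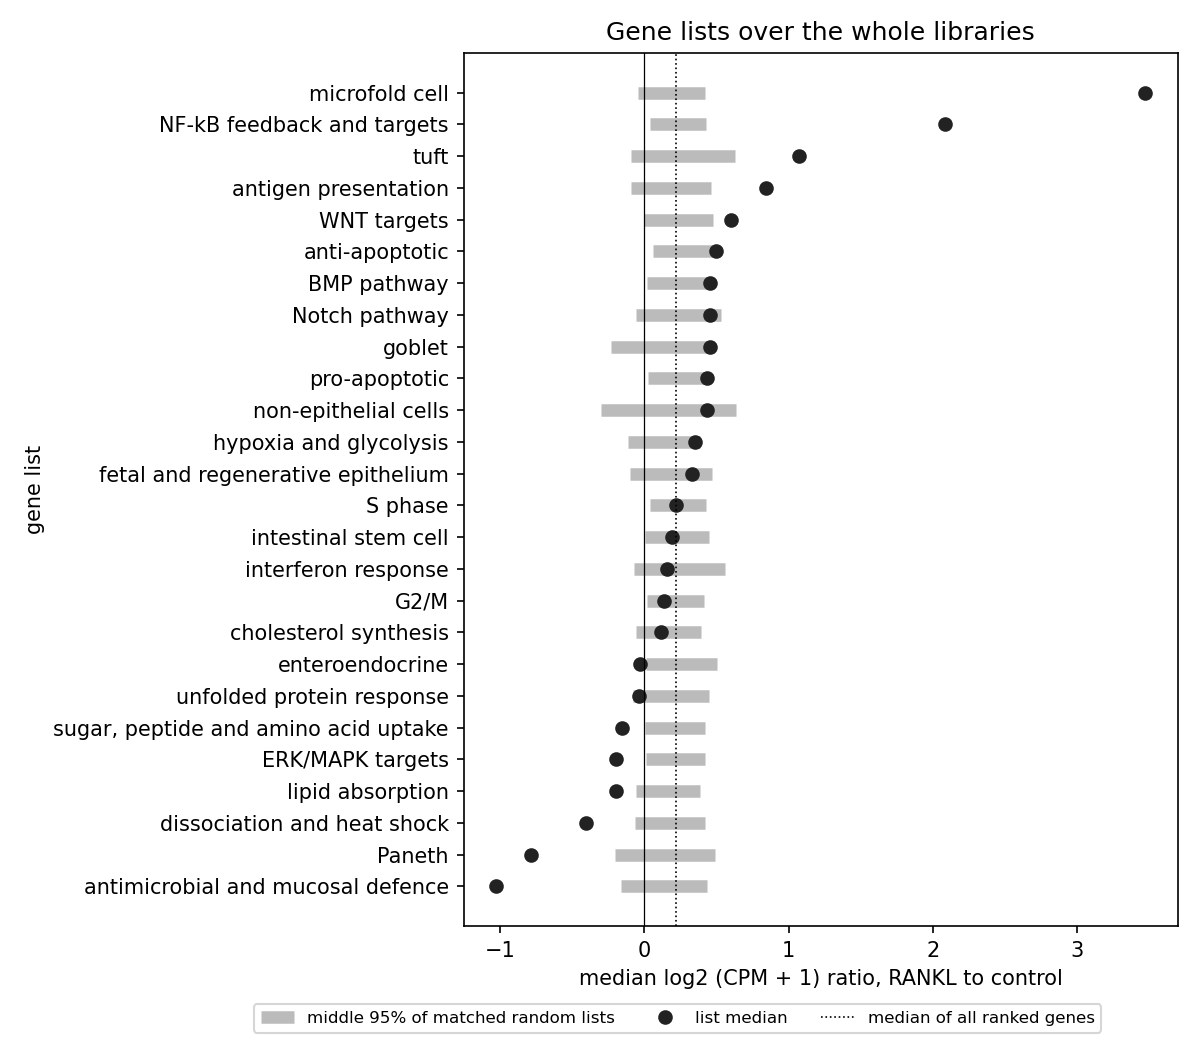
Median log2 ratio of RANKL to control (CPM + 1) for 26 gene lists over the whole libraries (points), the middle 95% of random lists matched on expression (grey bars) and the median of all ranked genes (dotted line, 0.22). The microfold list lies at 3.47 and the antimicrobial list at -1.03, while the stem cell, S phase, G2/M and cholesterol lists lie near the dotted line.

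The classes of cells address whether the makeup of the organoids differed. Clusters were named from fixed markers, with thresholds set after the clusters had been seen, and the names mean cells like that type. Stem-like cells were 10.0% [8.85 to 11.3] of control cells and 11.1% [9.08 to 13.4] of RANKL cells, in cluster 3. They were 20.4% and 23.1% at resolution 0.4, and 10.7% and 15.6% with classes transferred from the control library. Transit-amplifying (TA)-like cells, the dividing progeny of stem cells, were 42.6% [40.6 to 44.7] and 36.1% [32.9 to 39.4]. Enterocyte-like cells were 22.9% [21.2 to 24.7] and 5.80% [4.32 to 7.59]. Goblet-like cells were 3.74% [3.0 to 4.60] and 6.15% [4.63 to 7.99], and Paneth-like cells 1.74% [1.25 to 2.36] and 1.18% [0.569 to 2.17]. Enteroendocrine-like cells, which make hormones, were 1.78% [1.28 to 2.41] and 5.44% [4.01 to 7.19]. Tuft-like cells were 0.609% [0.333 to 1.02] and 2.72% [1.73 to 4.06]. The microfold-like cluster held 4 control cells and 176 RANKL cells, 0.174% [0.0474 to 0.445] and 20.8% [18.1 to 23.7]. Clusters 1 and 11 had no name, and held 12.3% and 4.13% of control cells against 8.40% and 2.25% of RANKL cells.

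Several of these classes are defined by genes that also differed between the libraries, so their shares are values and not measured changes of a cell type. Fabp1, which leads an enterocyte-like cluster, stood at 31603 CPM in control and 7806 CPM in RANKL enterocyte-like cells. Chgb, which leads the enteroendocrine-like cluster, stood at 18592 and 8068 CPM within it. A cluster almost wholly from 1 library, as the microfold-like cluster is, can reflect that library as well as a type, and clustering without the fixed response lists gave a microfold-like class of 5 control and 170 RANKL cells. Clusters 5, 6 and 12 made up the enterocyte-like class, with 230, 214 and 82 control cells and 29, 9 and 11 RANKL cells. When RANKL cells took the class of the nearest control cells, enterocyte-like cells made up 15% of the RANKL library, and when the libraries were not integrated they made up 1.42%. Goblet-like cells, at 3.74% and 6.15% above, were 3.04% of control and 2.72% of RANKL cells with classes taken from the nearest control cells, so the direction of that difference depends on the grouping.

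**Figure D3:**
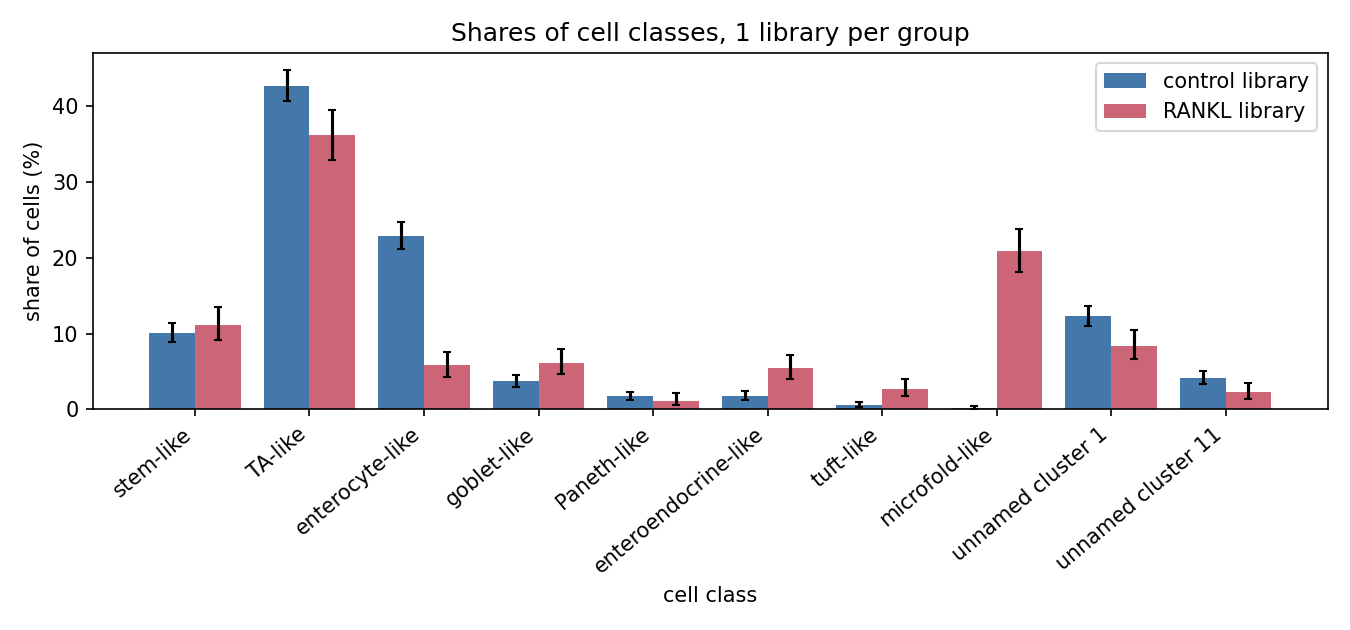
Share of cells (%) in each cell class in the control (2299 cells) and RANKL (845 cells) libraries, with exact 95% Clopper-Pearson intervals. Enterocyte-like cells were 22.9% and 5.80%, and microfold-like cells 0.174% and 20.8%, although the genes that define both classes also differed.

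Ratios within classes compare cells placed in the same class, although the makeup of a class can itself differ between the libraries. The goblet-like class held 24 control and 27 RANKL cells in cluster 7_0, 38 and 12 in cluster 7_1, which Paneth genes also lead, and 24 and 13 in cluster 7_3. Divided again after the data had been seen, the enteroendocrine-like class held 9 control and 28 RANKL cells in a group led by Neurog3 and Insm1, genes of early endocrine progenitors, 22 and 6 in a group led by Chgb and Cck, and 10 and 12 in a remaining group. Stem-like, TA-like, enterocyte-like, goblet-like and enteroendocrine-like cells and unnamed cluster 1 had at least 20 cells in each library. The median log2 ratio of all ranked genes was 0.35 in stem-like, 0.24 in TA-like, 0.11 in enterocyte-like, 0.29 in goblet-like, 0.05 in enteroendocrine-like cells and 0.25 in unnamed cluster 1. NF-κB genes lay above these medians by 1.19 in stem-like, 1.18 in TA-like, 1.44 in enterocyte-like, 0.49 in goblet-like and 0.12 in enteroendocrine-like cells, and by 1.39 in unnamed cluster 1. Birc3 was higher in stem-like (4.26-fold, 2.39 to 7.78), TA-like (3.03-fold, 2.38 to 3.86), enterocyte-like (4.10-fold, 2.98 to 5.57) and goblet-like cells (2.5-fold, 1.37 to 4.64). Tnfaip3 was 18.5-fold higher in stem-like [7.26 to 60.2], 7.72-fold in TA-like [5.53 to 10.9] and 6.16-fold in enterocyte-like cells [3.51 to 10.7]. The anti-apoptotic list lay 0.15 above in stem-like (percentile 78.9), 0.24 in TA-like (percentile 97.0) and 0.14 in enterocyte-like cells (percentile 74.0), where its median turned to -0.025 in thinned cells. The pro-apoptotic list lay 0.14 above in stem-like, 0.20 in TA-like and 0.07 in enterocyte-like cells.

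BMP pathway genes lay above all genes by 0.30 in stem-like and 0.44 in TA-like cells and at -0.09 in enterocyte-like cells. The list members Bmp2, Id2 and Id3, which the study names, were nonetheless higher in enterocyte-like cells. Bmp2 was 18.7-fold higher in enterocyte-like cells [13.1 to 27.1] and 19.8-fold in unnamed cluster 1 [11.5 to 36.7], against 6.08-fold in stem-like [3.02 to 13] and 5.23-fold in TA-like cells [4.05 to 6.79]. With RANKL it stood at 70.5 CPM in enterocyte-like, 46.5 CPM in unnamed cluster 1, 16.9 CPM in stem-like and 17.5 CPM in TA-like cells. The microfold-like cluster, with 4 control cells, had too few for a ratio and is not among these classes. These values therefore do not show which class held the most Bmp2. Id2 was 41.2-fold higher in enterocyte-like [28.3 to 61.6], 12.3-fold in TA-like [11 to 13.8] and 4.53-fold in stem-like cells [3.51 to 5.88]. Id3 was 27.8-fold higher in stem-like, 25.2-fold in TA-like, 34.5-fold in enterocyte-like, 34.7-fold in goblet-like and 6.85-fold in enteroendocrine-like cells. ERK and MAP kinase targets lay below all genes in TA-like (-0.47), enterocyte-like (-0.46), goblet-like (-0.41), enteroendocrine-like (-1.12) and stem-like cells (-0.16).

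**Figure D4:**
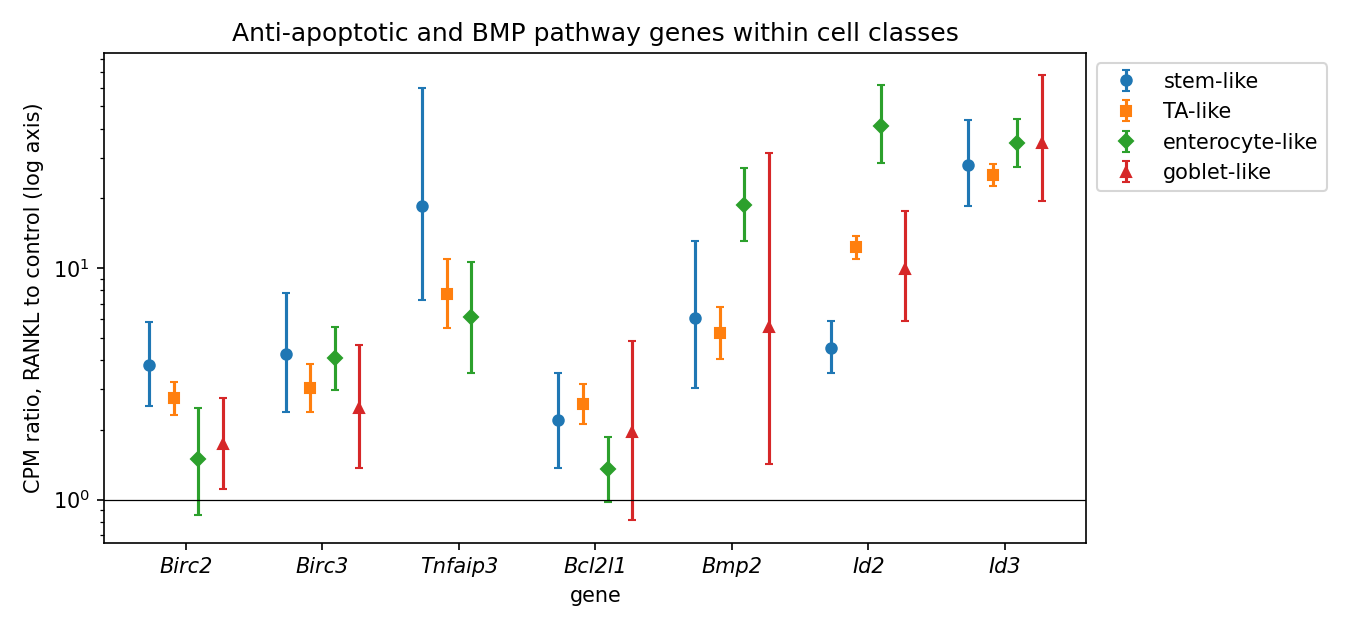
Ratio of RANKL to control CPM (log axis) of 4 anti-apoptotic and 3 BMP pathway genes in stem-like, TA-like, enterocyte-like and goblet-like cells, with exact 95% intervals. Id3 lies between 25.2 and 34.7 in these classes, while Id2 runs from 4.53 in stem-like to 41.2 in enterocyte-like cells, and Tnfaip3 in goblet-like cells is left out at 3 UMIs per library.

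Stem cell genes within the dividing classes differed by gene. In TA-like cells, Lgr5 had a ratio of 0.651 [0.566 to 0.748] and Smoc2 of 0.779 [0.725 to 0.836], while Ascl2 was 4.41-fold higher [3.98 to 4.88], Scn2b 5.15-fold [4.06 to 6.55], Cd44 1.83-fold [1.66 to 2.02] and Axin2 1.59-fold [1.46 to 1.74]. The TA-like class pools several clusters, among them cluster 0 with 280 control and 105 RANKL cells and cluster 4 with 229 and 45. Against other cells, the median log2 ratio of the stem markers was 1.14 in cluster 0 and -0.52 in cluster 4. In stem-like cells, Lgr5, which is a leading gene of that cluster and so helps define it, had a ratio of 1.09 [0.926 to 1.29], Smoc2 had a ratio of 1.06 [0.924 to 1.21], Ascl2 was 2.53-fold higher [2.08 to 3.08] and Axin2 1.85-fold [1.55 to 2.21]. S phase genes lay 0.22 above all genes in TA-like cells and at -0.13 in stem-like cells, and G2/M genes lay at 0.12 and -0.59. TA-like clusters were named from cell cycle genes that both lists also hold. These values therefore depend on how cells were sorted into the classes.

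Some genes were among those with the highest ratio in more than 1 class. Spib had 0 and 346 UMIs in TA-like cells (at least 318-fold) and 0 and 382 in unnamed cluster 1 (at least 354-fold). Plb1 had 0 and 410 UMIs in TA-like cells (at least 377-fold) and 0 and 85 in stem-like cells (at least 68.9-fold), and the prion protein gene Prnp 0 and 146 UMIs in stem-like cells (at least 118-fold) and 0 and 50 in enterocyte-like cells (at least 150-fold). Mal had 0 and 118 UMIs in enterocyte-like cells, at least 353-fold. On the low side, Gkn3 was 29.2-fold lower in TA-like cells and Jaml 12.5-fold lower in enterocyte-like cells. The Paneth list lay below all genes in each of the 6 compared classes, and since free RNA can bring Paneth cell transcripts into other droplets, these are not read as differences inside those cells. The list's median log2 ratio in goblet-like cells was -1.67, and it turned to 0.98 at resolution 1.2. In goblet-like cells, Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410) was 57.9-fold higher [24.4 to 181] and Lgals3 55.6-fold. In enteroendocrine-like cells, Cck had 3311 UMIs in the control and 0 with RANKL (at least 1257-fold lower), Gip 2229 and 0 (at least 846-fold) and Ghrl 1341 and 5 (306-fold lower). A single control cell held 1940 of the Cck UMIs and another 1423 of the Gip UMIs, and without the top cell of each gene the bounds were 534-fold and 319-fold. Gip was found in 5 of 41 control enteroendocrine-like cells, Gcg in 1 and Sst in 2. The 41 Gip UMIs of the RANKL library all lay in other classes. The ratios within the enteroendocrine-like class compare libraries with a different mix of progenitors and hormone cells, as given above.

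Detection of Tnfrsf11a by class asks which epithelial cells transcribe the receptor, which need not be all the cells that carry the protein. After each cell was thinned to 10000 UMIs, 210 control and 98 RANKL cells were too shallow and were left out. Tnfrsf11a was then detected in 18% of control stem-like cells [13 to 23.9], 14.3% of TA-like cells [12.1 to 16.7] and 4.17% of enterocyte-like cells [2.56 to 6.36]. In control goblet-like cells it was detected in 2.53% [0.308 to 8.85], in Paneth-like cells in 3 of 37 (8.11%, 1.70 to 21.9), in enteroendocrine-like cells in 1 of 20 and in tuft-like cells in 0 of 5. These classes hold few cells, and the part of their UMIs that came from free RNA was not measured. With RANKL the shares were 38.3% [27.7 to 49.7] in stem-like, 32.0% [26.6 to 37.7] in TA-like, 57.5% [40.9 to 73.0] in enterocyte-like, 12.2% [4.08 to 26.2] in goblet-like and 79.9% [72.9 to 85.7] in microfold-like cells, with 1 of 27 enteroendocrine-like and 0 of 13 tuft-like cells. Without thinning, control shares were 29.0% in stem-like, 34.0% in TA-like, 9.89% in enterocyte-like and 10.5% in goblet-like cells, at median depths of 19222, 28396, 24569 and 18754.5 UMIs. Enteroendocrine-like and tuft-like control cells had median depths of 9976 and 7633.5 UMIs. Within classes, Tnfrsf11a was 2.43-fold higher with RANKL in stem-like [1.77 to 3.34], 2.64-fold in TA-like [2.31 to 3.03] and 19.2-fold in enterocyte-like cells [14.0 to 26.7].

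Microfold cell markers were also counted per cell, which does not depend on clusters. Not all of them are particular to microfold cells, and Ccl20 and Tnfaip2 are also in the NF-κB list. In control stem-like and TA-like cells, Pglyrp1 stood at 54.2, Marcksl1 at 37.0 and Ccl20 at 18.8 CPM. Each other marker stood at 5.19 CPM or less there. A cell with 3 markers is therefore not read as a microfold cell, and an NF-κB response was not tested apart. In thinned cells, at least 3 of 11 markers were detected in 49 of 2089 control cells (2.35%, 1.74 to 3.09) and in 477 of 747 RANKL cells (63.9%, 60.3 to 67.3). Without thinning the shares were 12% and 78.6%. By class, the RANKL share was 63.0% in stem-like, 60.5% in TA-like, 52.5% in enterocyte-like, 75% in unnamed cluster 1 and 98.8% in microfold-like cells. It was 24.4% in goblet-like cells, 2 of 27 in enteroendocrine-like, 0 of 13 in tuft-like and 0 of 8 in Paneth-like cells. In control cells, 8.74% of stem-like, 2.18% of TA-like and 0 of 480 enterocyte-like cells [0 to 0.766] had 3 markers, which limits cells with detected markers and not cells that transcribe them at a low level.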

Values the study reported

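The study reports that the organoids in its single-cell experiment were exposed to RANKL for 12 h, and that it kept cells with more than 1,000 genes and less than 20% mitochondrial UMIs. Its methods name Cell Ranger 5.0.1, where the labels give an earlier version. After filtering it counts 2,299 control cells and 844 RANKL cells, and before filtering the median UMIs per library ran from 23,501 to 25,058. It names several epithelial populations and microfold cells. It reports that Rank transcripts in control organoids were found mainly in progenitor cells and that Bmp2 was raised mainly in enterocyte progenitors. Cycling stem cells also held Bmp2, at low levels. For Id2, Id3 and anti-apoptotic genes the study describes induction across stem and TA cells and the absorptive lineage. By protein staining it found RANK on nearly every kind of intestinal epithelial cell, enterocytes included, except at the top of villi. It infers that the protein is kept as progenitors differentiate. In bulk organoids it reports Lgr5, Smoc2, Ephb2 and Axin2 as suppressed and Scn2b, Ascl2 and Cd44 as induced, with activation of the NF-κB, BMP and MAPK-ERK pathways. For the single-cell data it also describes stronger NF-κB and MAPK-ERK activity in most classes, leaving out enteroendocrine, Paneth and tuft cells. The study scored a published pathway gene set in each cell. The list of ERK and MAP kinase targets used here is another set, shares Egr1, Fos and Ier2 with the dissociation list, which was lower too, and lay below all genes, so it does not bear directly on that score.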

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

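All tests in this part were chosen after the result was seen, except the test of enterocytes lost at the cell filter. Differences between cell classes were not tested, since each group has 1 library.

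Olfm4 and Cd44 went opposite ways in different classes. The log2 ratio of Olfm4 was 0.54 in TA-like cells and -2.50 in enteroendocrine-like cells. Olfm4 is a leading gene of a TA-like cluster, and in enteroendocrine-like cells its log2 ratio turned to 2.08 when the libraries were clustered without integration, so that value depends on which cells the class holds. The log2 ratio of Cd44 was 0.67 in stem-like and 0.87 in TA-like cells and -2.42 in enteroendocrine-like cells, where it rests on 33 control and 7 RANKL UMIs. Whether the classes differ was not tested. Outside the cells analysed, 15% [12.9 to 17.4] of RANKL barcodes had too few genes to be kept, against 5.68% [4.81 to 6.66] of control barcodes. Barcodes left out had median depths of 968 and 1826.5 UMIs.

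A microfold-like cluster came almost wholly from the RANKL library, and its markers were also found in other RANKL cells. Doublets would carry more RNA, but the cluster's RANKL cells held 1.08 times the median UMIs of all RANKL cells. Free RNA from these cells would add all markers to other cells at 1 low rate, at most 0.933% of the cluster's level. In RANKL stem-like and TA-like cells, 7 of 11 markers exceeded their control level by more than 2 times that rate, among them Spib at 6.42% and Rac2 at 7.09%. A difference between the cultures or libraries other than RANKL cannot be told apart from treatment with 1 library per group, and an induction by RANKL stays open beside it.

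Fewer enterocyte-like cells were found in the RANKL library, 5.80% against 22.9%. If they had been lost at the cell filter, barcodes left out should hold as large a share of enterocyte marker UMIs as enterocyte-like cells. In the RANKL library the ratio of the shares was 0.445, from 2.90% and 6.52%. That prediction holds only if every barcode left out was an enterocyte. A mix of enterocytes and other barcodes would give a lower ratio, so the ratio cannot decide against a partial loss. Barcodes left out were then counted as enterocyte-like in proportion to each library's markers. Together with kept enterocyte-like cells they would make up 11.9% of RANKL and 23.6% of control barcodes. On that reckoning the RANKL share stayed below the control's, and a loss at the filter would explain only part of the gap. With classes transferred from the control library the RANKL share was 15% [12.7 to 17.6] and the control share 24.9%. That RANKL interval also lay below the control's 21.2 to 24.7% in the main clustering. However, RANKL microfold-like cells held 5.95% of their UMIs on enterocyte markers, and 69 of them formed a group with an enterocyte marker median of 1.69 (log2). Enterocytes placed in another cluster therefore cannot be told apart from enterocytes missing. Loss of the cells in culture or at dissociation and a RANKL effect on differentiation stay open and were not tested.

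Enteroendocrine-like cells were more frequent with RANKL and held few hormone transcripts, and 28 of 46 RANKL cells against 9 of 41 control cells fell in a group led by the progenitor genes Neurog3 and Insm1, so a smaller share of mature cells stays open beside lower transcription per cell. A loss of enterocytes alone would raise the share of every secretory class alike and leave the number per stem-like or TA-like cell unchanged. Per stem-like or TA-like cell, the ratio was 3.41 [2.19 to 5.32] for enteroendocrine-like, 4.99 [2.46 to 10.5] for tuft-like and 1.84 [1.27 to 2.62] for goblet-like cells. For Paneth-like cells it was 0.759 [0.338 to 1.54], from 40 control and 10 RANKL cells. The enteroendocrine-like, tuft-like and goblet-like ratios lay above 1, which a loss of enterocytes alone would not give. Their intervals cover counting error only. That the classes did not rise alike rests on the few Paneth-like cells. The rise was not particular to enteroendocrine-like cells. More control cells had a Cck UMI, 19 of 41 against 0 of 46 with RANKL, but 1 cell held 1940 of the 3311 Cck UMIs, and without it the bound fell from 1257-fold to 534-fold, so the size of the ratio rests on few cells. Few cells did carry Gcg (1 control cell) and Sst (2 control cells), so their low values with RANKL are consistent with sampling of rare cells. For Gip (5 control cells, 0 RANKL cells) and Ghrl (10 control cells, 2 RANKL cells) the shares' intervals overlapped. Overlap is no test of a difference, and the shares were not compared directly. A few carrying cells and lower transcription were therefore not told apart.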

How the results depend on the processing

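The alternatives were planned before the data were examined, except leaving out the microfold-like cluster and leaving out the 2 clusters with few UMIs, which were chosen after seeing the data. No paired analysis was possible because each group has 1 library, and for the same reason no value has a test. Values under another scaling are counted apart, because a scaling applies 1 factor to all genes of a library or class. A change of sign there mostly restates that common shift. Under the other alternatives, 286 values of the results that answer a comparison stayed within the counting interval, 70 moved beyond it and 1 changed sign. Of those of other lists and single genes, 2680 stayed, 477 moved and 26 changed sign. Where no reason is given below, the cause was not tested. All values of lists and genes are log2 ratios of RANKL to control. The NF-κB, anti-apoptotic, BMP and microfold lists stayed positive and the ERK/MAPK list negative in the whole libraries under every alternative run.

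The scaling shifted the library-wide medians, since it moved all genes alike, and the median of all genes fell from 0.22 to -0.00 with TMM factors. Relative to all genes the stem cell list lay at -0.03 with totals and -0.074 with TMM, S phase at 0.00 and -0.035, and G2/M at -0.08 and -0.12, so most of the values below that turn negative restate the common shift. S phase, which with totals was as close to all genes as 0.0011, went to the lower side with TMM, and interferon response genes went from -0.06 to 0.016, and neither list lay far from all genes. With TMM factors the NF-κB list lay at 1.84, the anti-apoptotic list at 0.24, the BMP list at 0.24 and the ERK/MAPK list at -0.42, while the stem cell list turned to -0.075, S phase to -0.035, G2/M to -0.12 and cholesterol synthesis to -0.15. With DESeq2 size factors these were 1.84, 0.24, 0.24 and -0.42, and the stem cell list turned to -0.072, S phase to -0.033, G2/M to -0.12 and cholesterol synthesis to -0.15. With totals that leave out mitochondrial and ribosomal protein genes, the values were 0.36 for the anti-apoptotic list, 0.36 for BMP, -0.34 for ERK/MAPK, 0.045 for stem cells, 0.081 for S phase and 3.81 for microfold cells, while G2/M turned to -0.0029 and cholesterol synthesis to -0.029.

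TMM factors within classes also apply 1 factor to all genes of a class. They gave the NF-κB list 1.18 in TA-like cells and the anti-apoptotic list 0.21 in TA-like and 0.16 in stem-like cells. The BMP list lay at 0.45 in TA-like, 0.30 in stem-like and -0.12 in enterocyte-like cells. In stem-like cells Olfm4 turned to -0.11, the Notch list to -0.017, S phase to -0.14, cholesterol synthesis to -0.014 and the goblet list to -0.059. In TA-like cells the stem cell list turned to -0.054 and cholesterol synthesis to -0.22. In goblet-like cells WNT targets turned to -0.14, the antimicrobial list to -0.11, cholesterol synthesis to -0.11 and the stem cell list to -0.12.

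The weight of cells and the makeup of the library mattered for some results. With each cell thinned to 10000 UMIs, Lgr5 lay at 0.00035, the BMP list at 0.63, ERK/MAPK at -0.011, G2/M at 0.055 and stem cells at 0.30, and the anti-apoptotic list in enterocyte-like cells turned to -0.025. With the mean over single cells, the anti-apoptotic list lay at 0.67, stem cells at 0.26, G2/M at 0.026 and microfold cells at 3.20. Reweighted to the control's class shares, the NF-κB list lay at 1.69, S phase at 0.29, G2/M at 0.29 and the microfold list at 2.08, while the tuft list turned to -0.056 and, among single genes, Anpep to -0.25, Ly6a to -1.58 and Lyz2 to -1.01. Without the microfold-like cluster, the NF-κB list lay at 1.41, BMP at 0.59, stem cells at 0.53, S phase at 0.57, G2/M at 0.49 and microfold cells at 1.95, while Lgr5 turned to 0.030, Anpep to -0.82, Apoa4 to -0.34, Ly6a to -1.41 and Lyz2 to -0.74. The higher library-wide values of Anpep, Apoa4, Ly6a and Lyz2 thus rested on that cluster. Without the 2 clusters with few UMIs, the stem cell list in enterocyte-like cells turned to 0.029.

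With a pseudocount of 0.1 CPM the NF-κB list lay at 2.20 and the microfold list at 4.53. With 10 CPM, which draws low genes towards 0 by construction, the values were 0.82 for NF-κB, 0.39 for the anti-apoptotic list, 0.28 for BMP, -0.047 for ERK/MAPK and 2.01 for microfold cells. With no minimum of UMIs the NF-κB list lay at 1.39 and the fetal list turned to -0.044. With Scrublet doublets removed, S phase in enterocyte-like cells turned to 0.12, and with clusters made without the response lists it turned to 0.038.

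The lists not followed above ranged widely over the alternatives of the whole libraries. The median log2 ratio ran from -1.19 to -0.083 for lipid absorption, from -0.97 to -0.046 for uptake of sugars, peptides and amino acids, from -1.19 to 0.26 for enteroendocrine, from -1.05 to -0.45 for Paneth, from 0.064 to 0.79 for goblet and from -0.056 to 1.76 for tuft genes. It ran from -1.36 to -0.47 for antimicrobial, from 0.29 to 0.93 for antigen presentation, from 0.0091 to 0.28 for interferon response, from -0.044 to 0.54 for fetal, from -0.67 to -0.20 for dissociation, from -0.28 to -0.0073 for unfolded protein response and from 0.088 to 0.58 for hypoxia genes. For WNT targets it ran from 0.25 to 0.94, for Notch from 0.21 to 0.79, for the pro-apoptotic list from 0.19 to 0.47, for cholesterol synthesis from -0.15 to 0.19 and for non-epithelial markers from 0.0037 to 0.98.

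Shares of classes depended on how cells were grouped. Without integration, RANKL shares were 25.1% TA-like, 24.0% stem-like, 1.42% enterocyte-like, 4.50% goblet-like, 33.1% microfold-like and 1.54% unnamed, and control shares were 34.2% TA-like, 19.8% stem-like and 0% microfold-like. There, Olfm4 in enteroendocrine-like cells turned to 2.08 and sugar and amino acid uptake in stem-like cells to 0.13, and enterocyte-like cells were too few for ratios. With classes transferred from the control library, RANKL shares were 15% enterocyte-like, 2.72% goblet-like, 15.6% stem-like, 5.33% tuft-like and 21.5% unnamed, and control shares were 24.9% enterocyte-like, 3.04% goblet-like, 1.70% tuft-like and 14.2% unnamed, so the goblet-like share was there no longer higher with RANKL. Microfold-like cells were 0% in both by construction, since the control library alone formed no such cluster. In enterocyte-like cells the NF-κB list then lay at 2.18 and the anti-apoptotic list at 0.52, WNT targets turned to -0.56 and the fetal list to -0.25, and in goblet-like cells the stem cell list turned to -0.11.

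At resolution 0.4, TA-like and stem-like cells were 24.4% and 23.1% of RANKL cells and 32.4% and 20.4% of control cells, and in stem-like cells the goblet list turned to -0.47 and sugar and amino acid uptake to 0.22. At resolution 1.2, Paneth-like cells were 2.72% of RANKL and 3.44% of control cells, goblet-like cells 2.09% of control cells, and in goblet-like cells Defa26 and Defa36 turned to 1.27 and the Paneth list to 0.98. With under 10% mitochondrial UMIs, control shares were 3.27% Paneth-like, 45.3% TA-like, 19.4% enterocyte-like and 2.74% goblet-like, and in goblet-like cells WNT targets turned to -0.075 and cholesterol synthesis to -0.022.

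Shares of cells with a UMI fell with depth by construction. Thinned to 5000 UMIs, Tnfrsf11a was detected in 8.64% of control stem-like, 6.82% of TA-like, 1.19% of enterocyte-like and 0% of Paneth-like cells, with 65 control and 30 RANKL cells left out. At least 3 microfold markers were then found in 39.9% of RANKL and 0.358% of control cells, and in 78.6% and 12% without thinning. At least 2 markers were found in 85.3% and 18.4%, and at least 4 in 40.8% and 0%. In every one of these settings the RANKL share was the higher. With 20 control enteroendocrine-like and 5 tuft-like cells deep enough, depth limits what can be said of Tnfrsf11a in those classes.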

Other observations

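The values in this part were chosen after the data had been seen. In control enteroendocrine-like cells, 3 cells held 77.9% of the UMIs of the 5 hormone genes Cck, Gip, Ghrl, Gcg and Sst. At least 10 UMIs of these genes were found in 9 of 41 control enteroendocrine-like cells (22.0%, 10.6 to 37.6). With RANKL this was 0 of 46 (0 to 7.71%). The microfold-like cluster divided into 3 groups with 69, 60 and 47 RANKL cells. The group with 69 was led by Reg3g, Ubd and Apoa4, and the group with 60 by Tnfaip2, ccdc198 and Anxa5. Against other cells, the median log2 ratio of the enterocyte markers was 1.69 in the group with 69 and that of the microfold markers 1.55, compared with -0.064 and 3.67 in the group with 60 and -0.36 and 2.35 in the group with 47.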
